A study of Homo sapiens with 9 samples. Its data were reported in "Preclinical and first-in-human of purinostat mesylate, a novel selective HDAC I/IIb inhibitor, in relapsed/refractory multiple myeloma and lymphoma" (2025).

How the data were processed

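The data are from MM.1S, an established human multiple myeloma cell line, treated for 24 h with DMSO, 5 nM HL13 or 5 nM LBH589, with 3 arrays per group and 9 in all. Per the labels, total RNA was fragmented and labelled with biotin by a whole-transcript labelling kit and hybridised to an Affymetrix Human Transcriptome array, which reads each gene as a transcript cluster of many probes. The labels call the arrays of a group biological replicates without saying which cultures they came from, so the p values measure the spread between these samples, which may be partly technical. The methods of the study describe RNA sequencing of bulk cells, whereas the values used here are array intensities. The identity of HL13 beyond its code is not given in the labels, and the code is kept.

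The authors deposited 1 log2 intensity per transcript cluster and array, and these log2 values were used as deposited. How the authors summarised and normalized the probes is not given in the sources used here. The base of the logarithm was taken from the range of the values, since the highest lay near 14.6, close to the limit of a 16-bit scanner on the log2 scale, and the lowest at 1.72. The medians of the arrays, 5.33 to 5.38, nearly coincide, as they would after normalization between arrays by the authors. Such a step can hide a change shared by most genes. The scanner files were not used here, there were no detection flags or background values, and 0 columns of values were left out. The number of arrays limits the precision, with a median standard error of 0.043 and a median 95% interval of 0.095 to either side for a log2 fold change.

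The table held 70523 probe sets, of which 23781 carried exactly 1 gene symbol, 1543 several and 45199 none. Probe sets with several symbols or none name no gene and were kept out of the gene tests. The 23781 covered 22465 genes. A probe set was kept if its value lay above the median over all probes of its array on at least 3 of the 9 arrays, and of several probe sets of a gene the one with the highest mean was taken, which left 15842 genes. A group is called low where none of its arrays lay above that median. Fold changes against such a group may be understated, which could not be checked without background values. Symbols were compared with a reference gene table of assembly GRCh38.p14 by Entrez number: of 22537 pairs of symbol and number, 20319 were found and 0 carried another symbol. The table served only for names, gene types and lengths.

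All 9 arrays were fitted in 1 model with a mean per group (limma 3.58.1 in R 4.3.3, lmFit and eBayes, two-sided), so that the groups share 1 estimate of the spread. This test was chosen because the study gives no method for arrays. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05, and changes of at least 2-fold (absolute log2 fold change of 1) were counted as well. The contrasts were HL13 against DMSO, LBH589 against DMSO and HL13 against LBH589. Genes whose arrays did not overlap between groups were counted beside the 10% that chance gives for 3 against 3.

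The 35 gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The lists held genes that the study names, pathways that it names, groups chosen for HDAC inhibition in myeloma, and markers of other cell types. Members that were not measured were not analysed here. Those below the filter entered no main test, but the alternative with no filter on dim probes included them. Each list with at least 5 measured members was tested with limma's camera, which compares a list with all other genes, at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast. Camera with an estimated correlation and fry, which tests whether the genes of a list move one way without reference to other genes, were the alternatives. Members past the threshold were also counted with p values adjusted over the list alone. Intervals of list means use the spread between arrays.

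Genes were named by a rule. In each contrast it took the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05 whose arrays did not overlap. Non-coding, readthrough and unnamed loci were left out by patterns in their symbols, so a pseudogene such as RCN1P2 could remain. It also took every gene of the study's lists, and of each other list up to 4 measured members with the largest changes. The text may give fewer.

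The overlap of the responses to both compounds was compared with the count for independent lists and with 50 simulations of unchanged groups that share the 3 DMSO arrays. The procedure was tested on simulated data with 15842 genes: of 50 genes changed by a log2 fold of 0.25, 41 (82%) were called, and all 50 at 0.5, 1 or 2, beside 11 unchanged genes. A list shifted by 0.3 was the 1 called of 35, and 193 of 200 genes changed in both contrasts were called in both. The simulated genes varied independently of one another, so this could not show false calls of lists whose genes vary together. Far fewer genes were changed there than in the data.

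The alternatives were quantile normalization, centring each array on its median, no filter on dim probes, a filter at percentile 75, the mean of a gene's probes, eBayes with trend and robust settings, array weights, the 6 arrays of the groups compared, the replicate number as a block, the methods' t-test and leaving out each array in turn. Array weights were estimated gene by gene, since the default estimate did not converge. Whether replicate numbers pair the samples was checked on the deviations of arrays from their group means. With the arrays split in other ways, each comparison was refitted for every split of its 6 arrays.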

Results

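Gene expression was measured in MM.1S, a human multiple myeloma cell line, after 24 h with the solvent DMSO, with 5 nM HL13 or with 5 nM LBH589. LBH589 is panobinostat, an inhibitor of histone deacetylases, the enzymes that remove acetyl groups from histones and other proteins. HL13 is known from the labels by this code alone. Each group had 3 arrays, and the labels call the arrays of a group biological replicates. The median log2 value of an array over all probes lay between 5.33 and 5.38, and 15842 genes were tested. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.043. On the main axis of variation, which carried 83.9% of the variance, both treated groups lay apart from DMSO. The next axis, with 10.5%, parted HL13 from LBH589. Below, each log2 fold change is followed by ± its standard error, with n = 3 arrays per group, and adjusted p values are from limma over all genes tested.

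The comparison of HL13 with DMSO asks which genes respond to HL13 in myeloma cells. HL13 lowered MYC and its targets and the plasma cell receptor gene TNFRSF17, and raised the vesicle gene SYT11. TNFRSF17 (transcript cluster TC16000166.hg.1), which encodes the plasma cell survival receptor BCMA, fell by 4.49 ± 0.044 on the log2 scale (adjusted p 1.8e-12), from a mean of 10.05 ± 0.042 (SD, n = 3) to 5.56 ± 0.015. SYT11 (TC01001306.hg.1), a synaptotagmin of vesicle traffic, rose by 4.75 ± 0.038 (adjusted p 8.3e-13) from a low level in DMSO. MYC (TC08000749.hg.1), a transcription factor that drives growth, changed by -1.85 ± 0.031 (adjusted p 3.2e-11), and 46 of 47 measured genes of ribosome biogenesis and other MYC targets fell. In all, 9221 of 15842 genes (58.2%) changed, 4672 higher and 4549 lower, and 884 did so at least 2-fold, 428 higher and 456 lower. The values of the 3 HL13 and 3 DMSO arrays did not overlap for 66.6% of genes, against 10% by chance.

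The next largest rises with HL13 were those of ENPP2, which encodes the lysophospholipase autotaxin (4.43 ± 0.070), the metal-binding metallothionein MT1X (4.14 ± 0.039) and SERPINB9, an inhibitor of granzyme B (95% interval 3.81 to 4.20). They were followed by CCDC88A, an actin-binding protein (3.80 ± 0.070), SAT1, which acetylates polyamines (3.80 ± 0.045), IRGM, an immunity-related GTPase (3.75 ± 0.080), and MT2A (3.58 ± 0.040). ENPP5 (3.17 ± 0.058) and TLR3, a sensor of double-stranded RNA (3.11 ± 0.079), completed the 10 largest. The largest falls after TNFRSF17 were those of the zinc finger gene ZBTB38 (-3.42 ± 0.046), the glucuronosyltransferase UGT2B17 (-3.41 ± 0.056), the chemokine receptor CCR1 (-3.39 ± 0.048) and BEST3 (-3.11 ± 0.040). DEPTOR, an mTOR-binding protein, changed by -2.87 ± 0.036, the meiotic gene SYCP3 by -2.84 ± 0.054 and the integrin gene ITGA8 by -2.83 ± 0.037. CD200R1 (-2.75 ± 0.055) and ACSL5, an acyl-CoA synthetase (-2.70 ± 0.032), were next. The adjusted p of each of these genes was 3.3e-10 or smaller. SYT11, ENPP2, CCDC88A, IRGM, ENPP5 and TLR3 lay at or below the median of all probes on every DMSO array, and BEST3 and CD200R1 on every HL13 array. Their folds may therefore be understated, and the order of the rises and falls is uncertain. The same holds for GBP4, HLA-DQA1 and RSAD2 with DMSO and TRAT1 with HL13, which are named later.

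**Figure D1:**
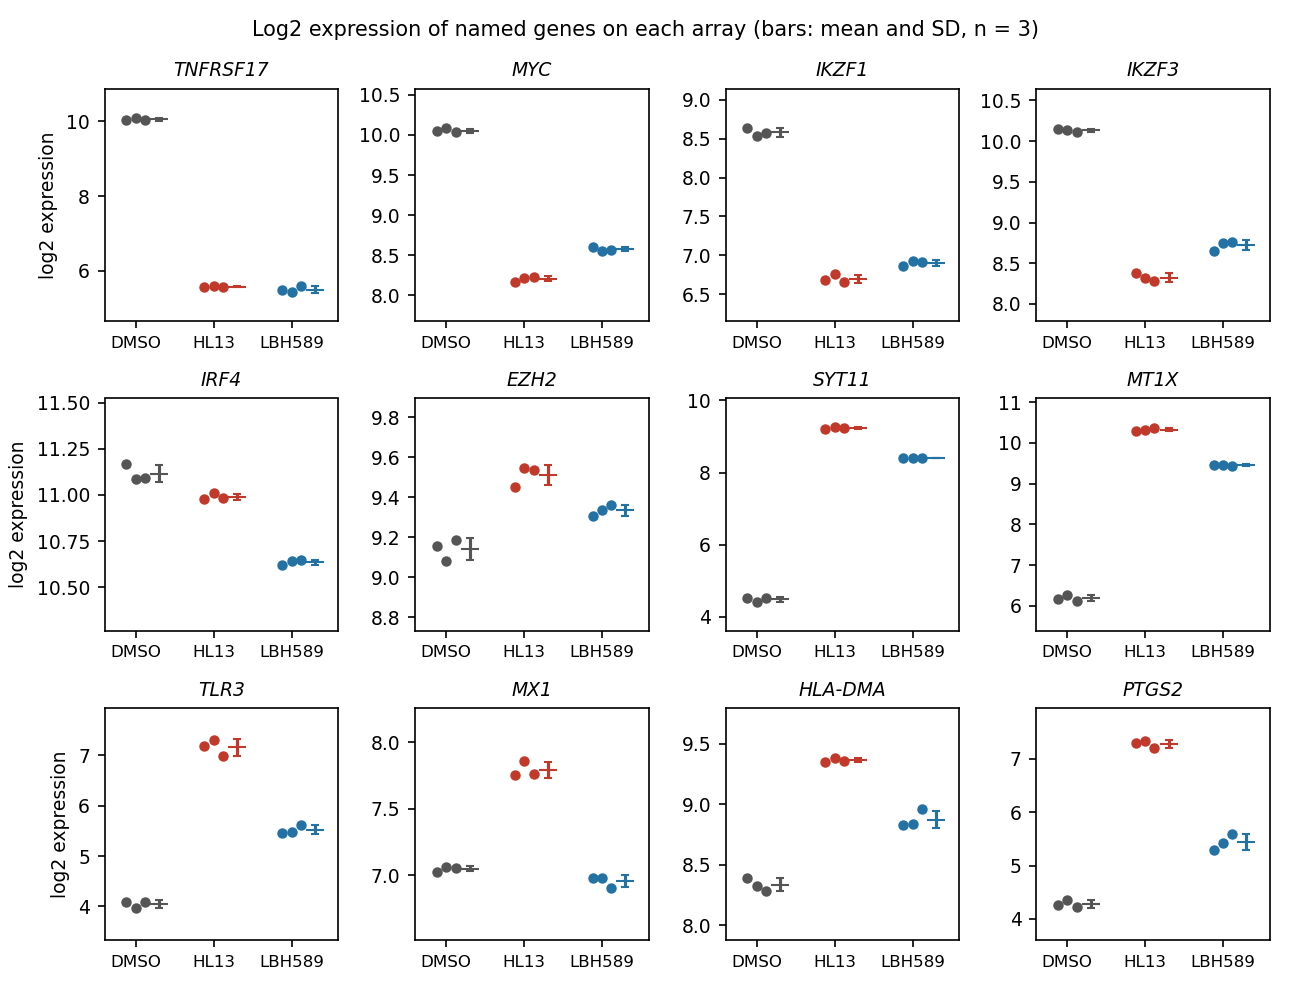
Log2 expression of 12 genes on each of the 9 arrays, with the axis range set per gene. Dots are arrays, and the bar beside them is the group mean with its SD (n = 3); TNFRSF17 lay at a mean of 10.05 with DMSO, 5.56 with HL13 and 5.49 with LBH589.

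Of 27 measured genes of plasma cell identity, 3 rose and 22 fell with HL13 (the same counts adjusted over the list alone, camera adjusted p 2.4e-07, and adjusted p 0.0660 with an estimated correlation). SLAMF7, a surface receptor of plasma cells, changed by -2.52 ± 0.047 and POU2AF1, a coactivator of B lineage transcription, by -2.34 ± 0.074. NCAM1, the adhesion molecule CD56, went the other way (2.72 ± 0.030). Of the 6 survival factors that the study names, 5 fell and 1 rose (the same counts adjusted over the list alone, camera adjusted p 0.0118). That call was lost with an estimated correlation (adjusted p 0.192). The study reports that the proteins of these genes fell with purinostat mesylate in lines that include this one, so the list is not independent evidence. The lymphoid transcription factors IKZF1 (-1.89 ± 0.040) and IKZF3 (-1.81 ± 0.040) and the cell cycle kinase CDK6 (-0.86 ± 0.054) fell, each with an adjusted p of 1.9e-07 or smaller. EZH2, a histone methyltransferase, rose (0.37 ± 0.039, adjusted p 1.2e-05), so its RNA did not follow the direction reported for its protein. IRF4, on which plasma cells depend, was lower by a small amount (-0.12 ± 0.032, adjusted p 0.00617). With quantile normalization its value was -0.044 (adjusted p 0.243, range over the alternatives 0.00325 to 0.243), which ended that call.

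Growth and division genes were lower as well. Among MYC targets and ribosome biogenesis, 1 rose and 46 fell of 47 (the same counts adjusted over the list alone), with a mean log2 fold change of -0.93 (95% interval -0.94 to -0.91) and a camera adjusted p of 5.0e-18 (0.00186 as adjusted p with an estimated correlation). UTP20, which processes ribosomal RNA, changed by -2.59 ± 0.043, the ribosome assembly gene RRS1 by -2.02 ± 0.10 and the spermidine synthase gene SRM by -1.75 ± 0.048. DNA replication and E2F targets gave 43 falls and 3 rises among 50 (the same counts adjusted over the list alone, camera adjusted p 4.5e-12, and adjusted p 0.0635 with an estimated correlation). They included the cell cycle transcription factor E2F2 (-2.20 ± 0.031), thymidylate synthase TYMS (-1.65 ± 0.033) and the helicase subunit MCM5 (-1.33 ± 0.033). For mitosis and G2/M, 48 of 64 fell and 10 rose (49 and 11 adjusted over the list alone, camera adjusted p 6.4e-07, but adjusted p 0.339 with an estimated correlation). FOXM1, a regulator of mitotic genes (-1.52 ± 0.031), and the proliferation marker MKI67 (-1.06 ± 0.047) fell, while UBE2S, a ubiquitin enzyme of mitotic exit, rose (1.48 ± 0.052). The proteasome list had 28 falls and 0 rises among 30 (the same counts adjusted over the list alone, camera adjusted p 5.8e-09, and adjusted p 0.0635 with an estimated correlation), among them PSMB5, which encodes the subunit that bortezomib binds (-1.08 ± 0.049).

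Smaller shifts were seen in metabolic and repair lists. Oxidative phosphorylation had 30 falls and 5 rises among 58 (30 and 6 adjusted over the list alone, camera adjusted p 0.00209, adjusted p 0.353 with an estimated correlation), with NDUFV2 of complex I at -1.21 ± 0.049. DNA repair had 26 falls and 13 rises among 50 (26 and 14 adjusted over the list alone, camera adjusted p 0.0205, and adjusted p 0.346 with an estimated correlation). UNG, which removes uracil from DNA, was among the falls (-1.04 ± 0.046). For mTORC1, glycolysis and amino-acid supply, 13 of 38 measured members rose and 23 fell (the same counts adjusted over the list alone), with a camera adjusted p of 0.0439 (adjusted p 0.334 with an estimated correlation). The amino acid transporters SLC7A5 (-1.54 ± 0.039) and SLC1A5 (-1.51 ± 0.031) fell and the glucose transporter SLC2A3 rose (1.37 ± 0.036). Heat shock chaperones had 10 falls and 3 rises among 15 (10 and 4 adjusted over the list alone, camera adjusted p 0.0299, and adjusted p 0.353 with an estimated correlation). HSPH1 fell (-2.10 ± 0.042) and HSPB1 rose (1.05 ± 0.050). The list of the unfolded protein response and ER folding was not called (12 rose and 22 fell of 45, 12 and 23 adjusted over the list alone, camera adjusted p 0.0924), although XBP1, its transcription factor, fell (-1.68 ± 0.039).

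Genes known from earlier work to rise with HDAC inhibitors did so with HL13. Of 23 measured, 20 rose and 0 fell (21 and 0 adjusted over the list alone, camera adjusted p 7.9e-09, and adjusted p 0.0497 with an estimated correlation), among them SYT11, MT1X and SAT1. Each of the 8 measured metallothioneins rose (the same counts adjusted over the list alone, camera adjusted p 1.2e-05, and adjusted p 0.0635 with an estimated correlation). Their mean log2 fold change was 2.01 (95% interval 1.92 to 2.09), and MT1F rose by 2.47 ± 0.043 and MT1G by 2.47 ± 0.059. MT1X and MT2A belong to both lists. Lysosome and autophagy genes moved up, with 17 rises and 3 falls among 25 (the same counts adjusted over the list alone, camera adjusted p 2.6e-04, adjusted p 0.192 with an estimated correlation). The lysosomal sialidase NEU1 (1.11 ± 0.033) and GABARAPL1, a protein of autophagosome membranes (1.11 ± 0.049), were examples. Neuronal genes also rose, 10 of 16 against 2 that fell (the same counts adjusted over the list alone, camera adjusted p 6.6e-04, adjusted p 0.174 with an estimated correlation). The microtubule-associated protein MAP2 (2.30 ± 0.039) and the neuronal filament INA (2.12 ± 0.055) followed SYT11 there. Histone genes were not called as a list (8 rose and 3 fell of 13, the same counts adjusted over the list alone, camera adjusted p 0.0946), and H2BC21 rose by 1.67 ± 0.081. With quantile normalization that list passed (adjusted p 0.0413, range over the alternatives 6.2e-06 with fry, which tests against no change, to 0.334 with camera).

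Immune genes responded unevenly. The MHC class II presentation list rose (13 rose and 3 fell of 18, the same counts adjusted over the list alone, camera adjusted p 0.00209), though not with an estimated correlation (adjusted p 0.163). The antigen-presenting HLA-DQA1 (1.33 ± 0.036) and the peptide-loading HLA-DMB (1.32 ± 0.048) and HLA-DMA (1.03 ± 0.043) rose. In MHC class I presentation, 6 of 17 measured members rose and 5 fell (the same counts adjusted over the list alone), with no call (0.831). HLA-E rose (0.46 ± 0.037) and the immunoproteasome gene PSMB10 fell (-0.60 ± 0.045). Of 40 measured interferon-stimulated genes, 24 rose and 13 fell (the same counts adjusted over the list alone), and the list missed the threshold (camera adjusted p 0.0545). It passed with each array centred on its median (adjusted p 0.0239) and with no filter on dim probes (6.6e-04; range over the alternatives 2.9e-07 with fry, which tests against no change, to 0.192 with camera). IFI6 rose by 2.50 ± 0.067 and the guanylate-binding GBP4 by 1.61 ± 0.043, whereas IFI16, a DNA sensor, fell (-1.01 ± 0.035). Of the interferon and chemokine genes that the study names, 6 were bright enough to test. Of these, 3 rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p 0.0924, 6.6e-04 with no filter on dim probes). TLR3, the antiviral RSAD2 (1.13 ± 0.028) and MX1 (0.74 ± 0.038) rose and the chemokine CXCL10 fell (-0.70 ± 0.073, adjusted p 1.0e-05). CCL25 (0.095 ± 0.049, adjusted p 0.124) and IFI27 (0.041 ± 0.042, 0.453) did not pass. The study names these genes as raised by purinostat mesylate in tumours of the same line, and TLR3 and MX1 in cultured cells too. The rises here are therefore not independent evidence. CXCL10, CCL25 and IFI27 did not follow the direction reported for the tumours, and the labels do not say whether HL13 is that compound.

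Among NF-kB and early response genes, 20 of 39 measured members rose and 11 fell (the same counts adjusted over the list alone), without a call (camera adjusted p 0.0869). IER3 (2.12 ± 0.081), REL, a subunit of NF-kB (1.56 ± 0.062) and JUN (1.37 ± 0.039) rose. NK ligands and checkpoint ligands had 8 rises and 5 falls among 17 (the same counts adjusted over the list alone, camera adjusted p 0.407). TNFSF9, the ligand of 4-1BB (1.65 ± 0.077), ULBP1, a ligand of NKG2D (1.56 ± 0.060), and CD274, which encodes PD-L1 (1.08 ± 0.046), rose and the costimulatory CD86 fell (-1.49 ± 0.037). In the BCL2 family, 6 of 15 measured members rose and 5 fell (the same counts adjusted over the list alone), also without a call (0.759). The survival genes BCL2L1 (-1.66 ± 0.056) and BCL2 (-1.32 ± 0.055) fell and the death-promoting PMAIP1 rose (0.95 ± 0.081). For p53 targets, 13 of 26 measured members rose and 6 fell (14 and 6 adjusted over the list alone, camera adjusted p 0.114), with the death receptor TNFRSF10B up (1.68 ± 0.036). Among the histone deacetylases themselves, 7 of 15 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.612), and HDAC3 rose (0.85 ± 0.034).

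The remaining lists were not called. For cholesterol synthesis, 7 of 19 measured members rose and 7 fell (the same counts adjusted over the list alone, camera adjusted p 0.821). For cytosolic ribosomal proteins, 7 of 34 measured members rose and 9 fell (6 and 9 adjusted over the list alone, camera adjusted p 0.657). Among tubulin and cytoskeleton genes, 12 of 23 measured members rose and 7 fell (the same counts adjusted over the list alone, camera adjusted p 0.408). Among bone disease factors, 4 of 10 measured members rose and 3 fell (the same counts adjusted over the list alone, camera adjusted p 0.623). Among testis-restricted antigens, 0 of 8 measured members rose and 3 fell (the same counts adjusted over the list alone, camera adjusted p 0.127). Markers of other cell types, neuronal genes apart, gave no call either. Of the B cell markers, 6 of 15 measured members rose and 3 fell (the same counts adjusted over the list alone, camera adjusted p 0.706). Of the T and NK cell markers, 0 of 11 measured members rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p 0.623). Of the monocyte and macrophage markers, 1 of 8 measured members rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p 0.776). Of the fibroblast and endothelial markers, 3 of 9 measured members rose and 0 fell (the same counts adjusted over the list alone, camera adjusted p 0.265). Of the erythroid markers, 0 of 5 measured members rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p 0.265). The B cell transcription repressor BCL6 rose (1.80 ± 0.060) and the adaptor BLNK fell (-1.88 ± 0.035), as did TRAT1, a T cell receptor adaptor (-1.83 ± 0.053). The median, mean and test of the lists for MHC class I presentation, cholesterol synthesis, and monocyte and macrophage markers differed in sign.

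Camera compared each list with all other genes at a preset inter-gene correlation of 0.01, and 15 of the 35 lists were called for HL13 against DMSO, 5 up and 10 down. With an estimated correlation, which gave the highest adjusted p of the alternatives run for each list called in any comparison, 2 calls held, MYC targets and ribosome biogenesis and the genes known to rise with HDAC inhibitors. Quantile normalization ended the calls of DNA repair (0.0529 as adjusted p), oxidative phosphorylation (0.0529), mTORC1, glycolysis and amino-acid supply (0.127) and heat shock chaperones (0.0868). The call of the mTORC1 list was also lost without HL13 array 3 (adjusted p 0.0650), with the replicate number as a block (0.0505) and, like that of heat shock chaperones (0.0525), with each array centred on its median (0.0686).

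LBH589 against DMSO asks the same of panobinostat. TNFRSF17 fell by 4.56 ± 0.044 on the log2 scale (adjusted p 2.8e-12) and SYT11 rose by 3.90 ± 0.038 (adjusted p 2.8e-12). MYC changed by -1.48 ± 0.031 (adjusted p 1.6e-10), and MYC targets fell as a group, a call that held with an estimated correlation (adjusted p 0.00327). In all, 8588 genes (54.2%) changed, 4453 higher and 4135 lower, and 683 did so at least 2-fold, 286 higher and 397 lower. The arrays of the groups did not overlap for 57.5% of genes, against 10% by chance. Within the LBH589 group, arrays 1 and 3 deviated from the group mean in opposite directions (Pearson r = -0.822, across genes, which are not independent replicates). Deviations from a mean of 3 arrays sum to 0, so part of this negative correlation is built in. Their difference went with gene length across 13016 protein-coding genes (Spearman rho = 0.412). Leaving out LBH589 array 1 gave 8596 changed genes, and leaving out array 3 gave 8733.

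The largest rises after SYT11 were those of ENPP2 (3.34 ± 0.070), MT1X (3.26 ± 0.039), CCDC88A (3.04 ± 0.070) and SERPINB9 (3.01 ± 0.086). ENPP5 (2.90 ± 0.058), LRRIQ1 (2.71 ± 0.087), MT2A (2.68 ± 0.040), PEG10, an imprinted gene derived from a retrotransposon (2.63 ± 0.031), and the co-chaperone gene SGTB (2.61 ± 0.059) came next. CCR1 (-3.74 ± 0.048), UGT2B17 (-3.21 ± 0.056), ZBTB38 (-3.11 ± 0.046) and SYCP3 (-3.07 ± 0.054) had the largest falls after TNFRSF17. ACSL5 (-2.93 ± 0.032), BEST3 (-2.91 ± 0.040), the pseudogene RCN1P2 (-2.85 ± 0.098), ITGA8 (-2.78 ± 0.037) and AGMAT (-2.71 ± 0.059) followed. Each of these had an adjusted p of 3.3e-09 or smaller. SYT11, ENPP2, CCDC88A, ENPP5 and LRRIQ1 were at or below the median of all probes on every DMSO array, and BEST3, AGMAT and CD86 on every LBH589 array. Their folds may therefore be understated, and their order is uncertain.

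Of 27 plasma cell identity genes, 3 rose and 22 fell with LBH589 (the same counts adjusted over the list alone, camera adjusted p 1.3e-08, and adjusted p 0.0905 with an estimated correlation), with SLAMF7 at -2.49 ± 0.047, POU2AF1 at -2.19 ± 0.074 and NCAM1 at 2.29 ± 0.030. The study's survival factors again gave 5 falls and 1 rise (the same counts adjusted over the list alone, camera adjusted p 0.00255, adjusted p 0.144 with an estimated correlation), and the list is not independent evidence. IKZF1 (-1.68 ± 0.040), IKZF3 (-1.41 ± 0.040), CDK6 (-0.70 ± 0.054) and IRF4 (-0.48 ± 0.032) fell and EZH2 rose (0.19 ± 0.039), each with an adjusted p of 0.00158 or smaller. In its summary the study states that panobinostat had no obvious effect on the survival genes lowered by purinostat mesylate. The falls in RNA with LBH589 went against that summary. Among MYC targets and ribosome biogenesis, 2 rose and 43 fell of 47 (the same counts adjusted over the list alone, camera adjusted p 8.4e-15, and adjusted p 0.00327 with an estimated correlation), with a mean of -0.62 (95% interval -0.64 to -0.60). UTP20 was at -1.93 ± 0.043 and SRM at -1.47 ± 0.048. DNA replication and E2F targets had 40 falls and 3 rises among 50 (the same counts adjusted over the list alone, camera adjusted p 1.3e-08, adjusted p 0.114 with an estimated correlation). E2F2 (-2.01 ± 0.031) and TYMS (-1.61 ± 0.033) led them. Mitosis and G2/M had 48 falls and 7 rises among 64 (49 and 8 adjusted over the list alone, camera adjusted p 3.0e-08, adjusted p 0.377 with an estimated correlation), with FOXM1 at -1.55 ± 0.031 and the mitotic kinase PLK1 at -1.04 ± 0.030. In the proteasome list 24 of 30 fell and 2 rose (26 and 2 adjusted over the list alone, camera adjusted p 4.5e-07, adjusted p 0.0905 with an estimated correlation), PSMB5 by -1.05 ± 0.049.

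Further lists were lower with LBH589, each of them without a call once the correlation was estimated. Oxidative phosphorylation had 34 falls and 6 rises among 58 (the same counts adjusted over the list alone, camera adjusted p 5.1e-04, adjusted p 0.392 with an estimated correlation), with NDUFV2 at -1.23 ± 0.049. For mTORC1, glycolysis and amino-acid supply, 10 of 38 measured members rose and 21 fell (10 and 22 adjusted over the list alone, camera adjusted p 0.0136, adjusted p 0.323 with an estimated correlation), and SLC7A5 changed by -1.52 ± 0.039. The unfolded protein response and ER folding list had 24 falls and 12 rises among 45 (25 and 12 adjusted over the list alone, camera adjusted p 0.0298, adjusted p 0.377 with an estimated correlation), with XBP1 at -1.70 ± 0.039. MHC class I presentation had 10 falls and 2 rises among 17 (the same counts adjusted over the list alone, camera adjusted p 0.0298, adjusted p 0.448 with an estimated correlation). The peptide-trimming ERAP1 (-0.62 ± 0.041) and the immunoproteasome gene PSMB8 (-0.58 ± 0.040) were among the falls. Heat shock chaperones had 9 falls and 3 rises among 15 (the same counts adjusted over the list alone, camera adjusted p 0.0298, adjusted p 0.455 with an estimated correlation), with HSPH1 at -1.02 ± 0.042.

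Genes known to rise with HDAC inhibitors moved up, 15 of 23 against 1 that fell (the same counts adjusted over the list alone, camera adjusted p 1.1e-05, adjusted p 0.0905 with an estimated correlation), with SAT1 at 2.18 ± 0.045. Metallothioneins rose in 7 of 8 cases (8 adjusted over the list alone, camera adjusted p 2.0e-04, adjusted p 0.107 with an estimated correlation), MT1G by 1.23 ± 0.059. Lysosome and autophagy had 17 rises and 2 falls among 25 (18 and 2 adjusted over the list alone, camera adjusted p 7.9e-06, adjusted p 0.144 with an estimated correlation). GABARAPL1 (1.12 ± 0.049), NEU1 (1.11 ± 0.033) and the lysosomal channel MCOLN1 (0.97 ± 0.031) led it. Among neuronal genes 10 of 16 measured members rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p 0.0226, adjusted p 0.377 with an estimated correlation), with MAP2 at 1.96 ± 0.039, while the enolase gene ENO2 fell (-0.63 ± 0.028).

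The interferon-stimulated list was not called with LBH589: 13 of 40 measured members rose and 15 fell (14 and 16 adjusted over the list alone), with a camera adjusted p of 0.643. IFI6 rose (1.49 ± 0.067), and OAS2, an enzyme of the antiviral response (-1.29 ± 0.043), and IFI16 (-0.99 ± 0.035) fell. MHC class II presentation was not called either (9 rose and 2 fell of 18, the same counts adjusted over the list alone, camera adjusted p 0.326). HLA-DMB rose (0.80 ± 0.048) and the protease gene CTSS fell (-0.80 ± 0.050). Of the study's interferon and chemokine genes, 2 rose and 1 fell of 6 (the same counts adjusted over the list alone, camera adjusted p 0.643; not independent evidence), with TLR3 at 1.47 ± 0.079, RSAD2, low in both groups, at 0.48 ± 0.028 and CXCL10 at -0.52 ± 0.073. MX1 (-0.093 ± 0.038, adjusted p 0.0647) did not pass, but did with each array centred on its median (adjusted p 0.0208, range over the alternatives 0.0208 to 0.165), and neither CCL25 (0.060 ± 0.049, 0.353) nor IFI27 (0.012 ± 0.042, 0.859) passed. For cultured cells of this line the study reports, by RT-PCR, no significant increase of TLR3 or MX1 with panobinostat. The rise of TLR3 with LBH589 went against that report, while MX1 did not rise. Among NF-kB and early response genes, 18 of 39 measured members rose and 11 fell (the same counts adjusted over the list alone, camera adjusted p 0.412). Among NK and checkpoint ligands, 7 of 17 measured members rose and 5 fell (the same counts adjusted over the list alone, camera adjusted p 0.733), and CD86 fell (-1.75 ± 0.037). For DNA repair, 15 of 50 measured members rose and 20 fell (15 and 22 adjusted over the list alone, camera adjusted p 0.118). For histone genes, 6 of 13 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.632). For p53 targets, 12 of 26 measured members rose and 6 fell (the same counts adjusted over the list alone, camera adjusted p 0.335). In the BCL2 family, 4 of 15 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.643), and BCL2L1 fell (-1.51 ± 0.056). None of these lists was called.

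Further lists without a call were the following. Among histone deacetylases, 6 of 15 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.643), and HDAC3 rose (1.06 ± 0.034). For cholesterol synthesis, 11 of 19 measured members rose and 6 fell (the same counts adjusted over the list alone, camera adjusted p 0.484). For cytosolic ribosomal proteins, 2 of 34 measured members rose and 13 fell (the same counts adjusted over the list alone, camera adjusted p 0.0799). This last list passed with each array centred on its median (0.0451), with no filter on dim probes (0.0306) and without DMSO array 3 (0.0496; range over the alternatives 0.00194 with fry, which tests against no change, to 0.994 with camera). Among bone disease factors, 3 of 10 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.643). Among tubulin and cytoskeleton genes, 8 of 23 measured members rose and 9 fell (the same counts adjusted over the list alone, camera adjusted p 0.643). Among testis-restricted antigens, 0 of 8 measured members rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p 0.168). Of the B cell markers, 2 of 15 measured members rose and 4 fell (the same counts adjusted over the list alone, camera adjusted p 0.643). Of the T and NK cell markers, 0 of 11 measured members rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p 0.643). Of the monocyte and macrophage markers, 0 of 8 measured members rose and 2 fell (0 and 1 adjusted over the list alone, camera adjusted p 0.643). Of the fibroblast and endothelial markers, 2 of 9 measured members rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p 0.674). Of the erythroid markers, 0 of 5 measured members rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p 0.480). The median, mean and test differed in sign for erythroid markers, bone disease factors, and tubulin and cytoskeleton. In all, 15 of 35 lists were called, 4 up and 11 down, and MYC targets and ribosome biogenesis was the call that held with an estimated correlation. Quantile normalization ended the calls of MHC class I presentation (0.199), the unfolded protein response (0.234), mTORC1 (0.0758) and heat shock chaperones (0.144). Without LBH589 array 1 the unfolded protein response (0.0574) and heat shock chaperones (0.0632) lost theirs, and without LBH589 array 3 DNA repair passed (0.0336).

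HL13 was then compared with LBH589 directly, at the same dose and time, to test which responses differ between the compounds. Equal doses need not have equal effect, so this comparison alone does not separate a difference of strength from one of kind. In this line the study reports growth inhibition at a lower concentration for purinostat mesylate than for panobinostat. The labels do not say whether HL13 is purinostat mesylate. Interferon-stimulated and MHC class II genes were higher with HL13, and ribosome biogenesis genes were lower. PTGS2 (TC01003638.hg.1), which encodes the inducible cyclooxygenase, was 3.58-fold higher (log2 1.84 ± 0.070, adjusted p 2.4e-07). TLR3 was higher by 1.64 ± 0.079 (adjusted p 5.0e-07), and MX1, which did not pass with LBH589 against DMSO, by 0.84 ± 0.038 (adjusted p 3.8e-07). In all, 5172 genes (32.6%) differed, 2489 higher and 2683 lower with HL13, but differences were small: 45 reached 2-fold, 39 higher and 6 lower. The arrays did not overlap for 42.3% of genes, against 10% by chance. With array weights, which let the LBH589 group rest mostly on its array 2, 7824 genes differed. Without LBH589 array 1 or 3 the counts were 5281 and 5132.

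**Figure D2:**
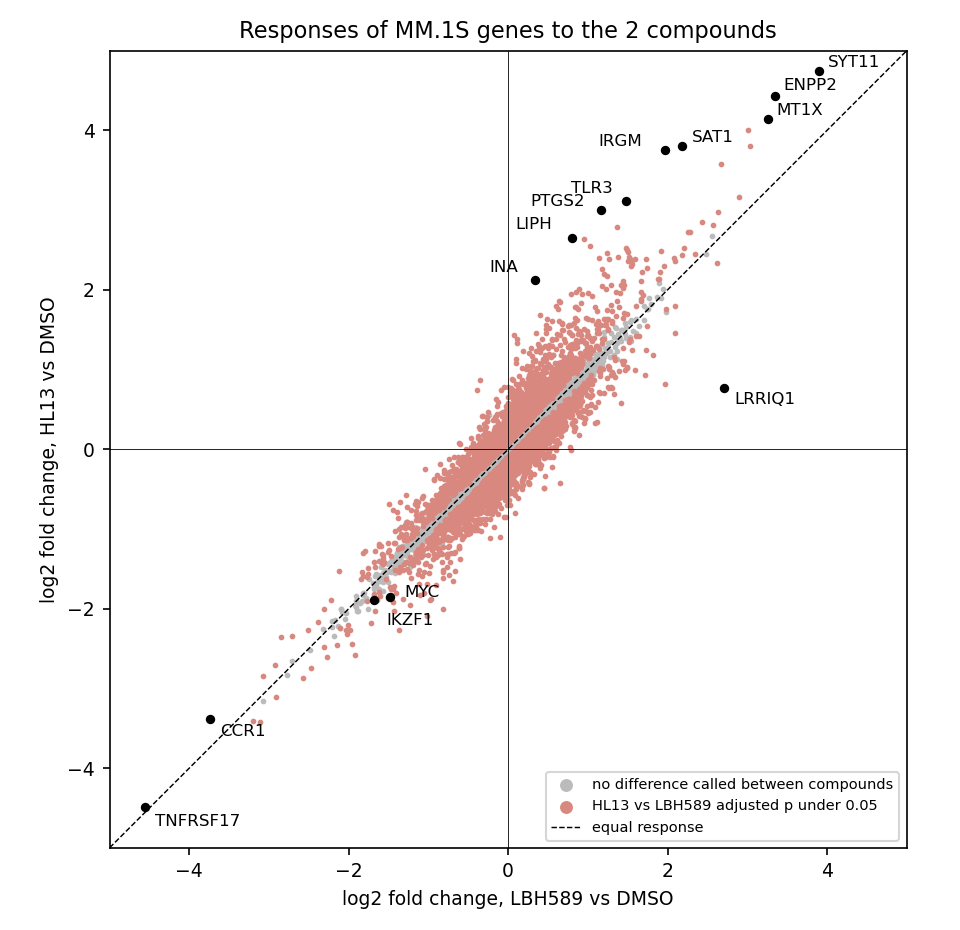
Log2 fold change of each of 15842 genes with LBH589 against DMSO (horizontal) and with HL13 against DMSO (vertical), with the dashed line marking equal responses. Red marks the 5172 genes that differed between the compounds and black marks genes named in the text; most genes lie near the line, and INA, LIPH, PTGS2 and TLR3 lie above it.

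LIPH, a phospholipase (1.86 ± 0.063), INA (1.78 ± 0.055), IRGM (1.78 ± 0.080) and ERRFI1, a feedback inhibitor of the EGF receptor (1.69 ± 0.064), were among the largest differences above LBH589. SAT1 (1.62 ± 0.045), MGARP (1.52 ± 0.081), the dehydrogenase gene DHRS2 (1.42 ± 0.070) and TNFRSF10B (1.28 ± 0.036) followed. The largest differences below LBH589 were those of LRRIQ1 (-1.93 ± 0.087), the ribosome biogenesis gene UTP15 (-1.19 ± 0.061), ANKRD42 (-1.14 ± 0.049), HSPH1 (-1.07 ± 0.042) and LZTFL1, a regulator of ciliary transport (-1.07 ± 0.039). LSG1, which matures the large ribosomal subunit (95% interval -1.08 to -0.92), URB1 (-0.97 ± 0.032), the autophagy gene WIPI1 (-0.94 ± 0.040), QTRT2 (-0.91 ± 0.053) and EXOSC5 of the RNA exosome (-0.90 ± 0.060) came next. The adjusted p of each was 2.9e-06 or smaller. LIPH with LBH589 and LRRIQ1 with HL13 lay at or below the median of all probes on every array, as did HLA-DQA1, RSAD2 and STMN2 with LBH589, so the place of LIPH and LRRIQ1 in this order is uncertain.

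Of 40 interferon-stimulated genes, 28 were higher with HL13, 1 was lower and 11 did not pass (30 higher and 2 lower adjusted over the list alone). Their mean difference was 0.29 (95% interval 0.27 to 0.31), and the list was called with the preset (camera adjusted p 2.3e-10) and with an estimated correlation (adjusted p 0.00539). GBP4 (1.06 ± 0.043), IFI6 (1.01 ± 0.067) and DTX3L, a ubiquitin ligase (0.74 ± 0.035), had the largest differences beside MX1. The study's interferon and chemokine list was higher too, 3 of 6 with 0 lower (3 and 1 adjusted over the list alone, camera adjusted p 0.00765, adjusted p 0.0938 with an estimated correlation, and 0.0683 without HL13 array 1; not independent evidence). RSAD2 was higher (0.66 ± 0.028). No difference was called for CXCL10 (interval -0.35 to -0.021), CCL25 (-0.074 to 0.14) or IFI27 (-0.064 to 0.12). The difference of CXCL10 passed with array weights (adjusted p 0.0265) and without DMSO array 2 (0.0374, range over the alternatives 0.0265 to 0.242). For MHC class II presentation, 15 of 18 measured members were higher with HL13 and 0 lower (the same counts adjusted over the list alone), with a mean difference of 0.38 (95% interval 0.34 to 0.41), a camera adjusted p of 8.0e-09 and an adjusted p of 0.0293 with an estimated correlation. HLA-DQA1 (1.22 ± 0.036), HLA-DRB1 (0.79 ± 0.048) and HLA-DPA1 (0.58 ± 0.027) were examples. In MHC class I presentation, 12 of 17 measured members were higher with HL13 and 0 were lower (12 and 1 adjusted over the list alone, camera adjusted p 2.0e-04, adjusted p 0.141 with an estimated correlation), with ERAP1 at 0.47 ± 0.041 and HLA-E at 0.45 ± 0.037.

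**Figure D3:**
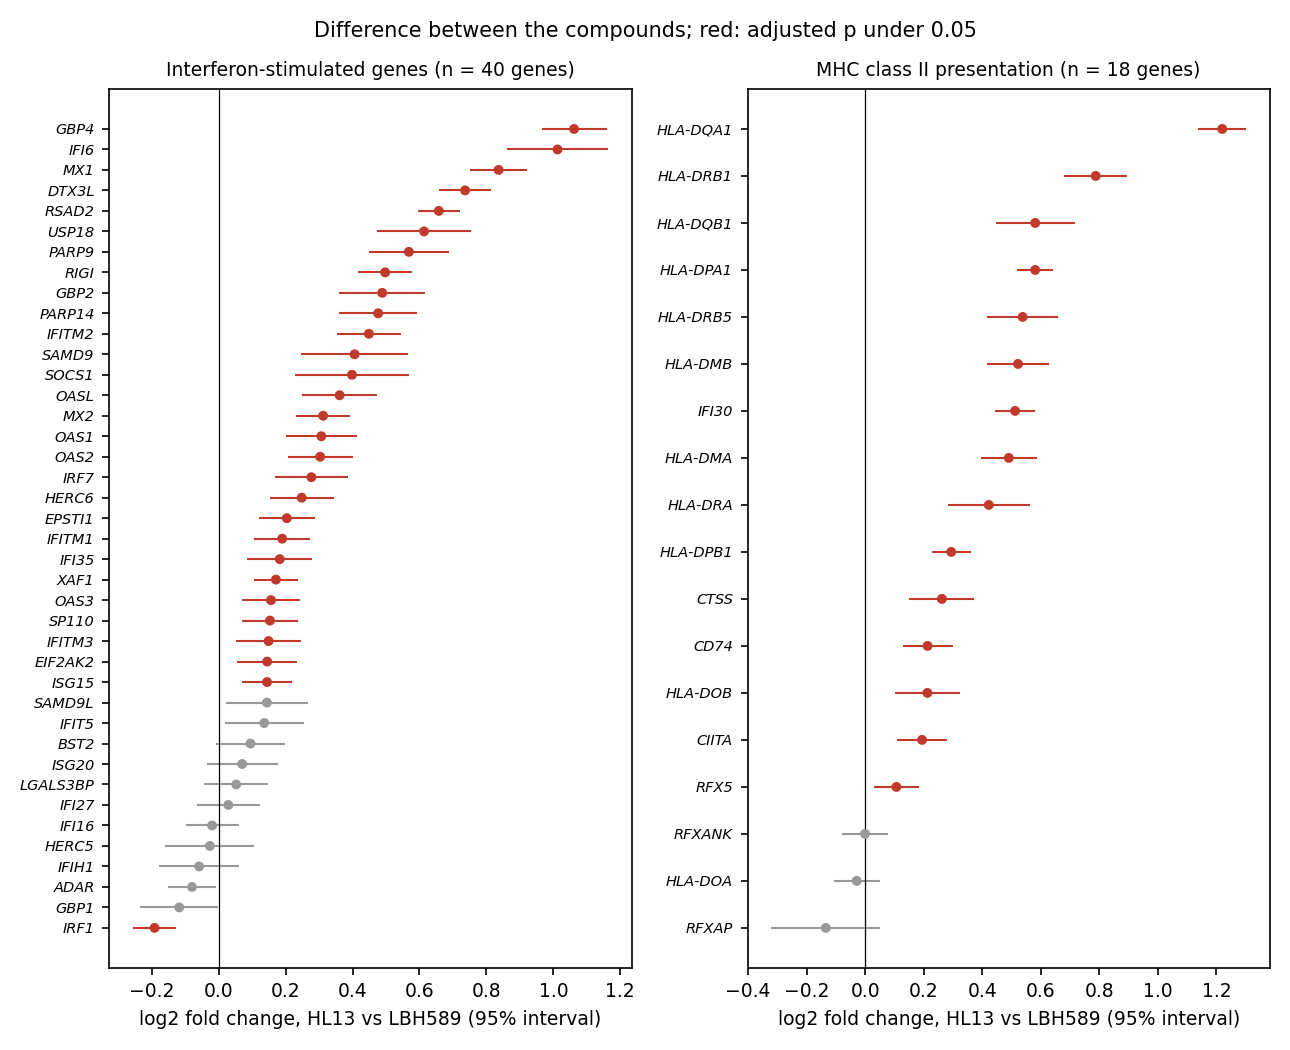
Difference between HL13 and LBH589 in log2 expression for the measured interferon-stimulated genes (left, n = 40) and MHC class II presentation genes (right, n = 18). Dots are limma estimates with 95% intervals, and red marks an adjusted p under 0.05; 28 and 15 of the genes lie above 0 in red.

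Ribosome biogenesis and replication genes were lower with HL13 than with LBH589. Among MYC targets and ribosome biogenesis, 39 of 47 were lower and 1 higher (41 and 3 adjusted over the list alone), with a mean difference of -0.31 (95% interval -0.33 to -0.29) (camera adjusted p 3.1e-16, and adjusted p 0.00251 with an estimated correlation). DDX10 (-0.74 ± 0.041), WDR43 (-0.72 ± 0.042) and UTP20 (-0.66 ± 0.043), which take part in making ribosomes, differed most within this list. DNA replication and E2F targets had 36 lower and 2 higher among 50 (36 and 3 adjusted over the list alone, camera adjusted p 1.1e-09, adjusted p 0.0769 with an estimated correlation), with CCNE2 at -0.50 ± 0.055. In the proteasome list 16 of 30 were lower and 0 higher (17 and 1 adjusted over the list alone, camera adjusted p 4.9e-05, adjusted p 0.0938 with an estimated correlation), PSMB3 by -0.38 ± 0.037. Of the study's survival factors, MYC (-0.37 ± 0.031), IKZF3 (-0.40 ± 0.040) and IKZF1 (-0.20 ± 0.040) were lower with HL13 and IRF4 (0.35 ± 0.032) and EZH2 (0.18 ± 0.039) higher, each with an adjusted p of 0.00587 or smaller. CDK6 was lower (-0.16 ± 0.054, adjusted p 0.0414), a call that ended under 12 of 18 alternatives, among them the removal of HL13 array 3 (adjusted p 0.132, range 0.00198 to 0.132). Without LBH589 array 3 its difference shrank to -0.10 (adjusted p 0.0954). The list was not called (2 higher and 4 lower of 6, the same counts adjusted over the list alone, camera adjusted p 0.335), and its mean difference was -0.10 (95% interval -0.15 to -0.048).

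Several further lists were higher with HL13 than with LBH589. For metallothioneins, 6 of 8 measured members were higher with HL13 and 0 were lower (8 and 0 adjusted over the list alone, camera adjusted p 1.2e-07, and adjusted p 0.0313 with an estimated correlation), with MT1G at 1.23 ± 0.059. For genes known to rise with HDAC inhibitors, 13 of 23 measured members were higher with HL13 and 1 was lower (14 and 1 adjusted over the list alone, camera adjusted p 5.2e-07, and adjusted p 0.0391 with an estimated correlation). Neuronal genes (11 higher and 0 lower of 16, 11 and 1 adjusted over the list alone, camera adjusted p 5.2e-07, adjusted p 0.0584 with an estimated correlation) included STMN2 (1.08 ± 0.053) and the filament gene NEFL (0.88 ± 0.063). Tubulin and cytoskeleton genes (12 higher and 0 lower of 23, 12 and 1 adjusted over the list alone, camera adjusted p 1.6e-05, adjusted p 0.128 with an estimated correlation) included TUBB2A (0.67 ± 0.042) and vimentin, VIM (0.50 ± 0.028). NF-kB and early response genes (12 higher and 2 lower of 39, the same counts adjusted over the list alone, camera adjusted p 0.00424, adjusted p 0.187 with an estimated correlation) included the kinase SGK1 (0.82 ± 0.047). Histone genes (9 higher and 1 lower of 13, the same counts adjusted over the list alone, camera adjusted p 0.00424, adjusted p 0.0938 with an estimated correlation) were higher, with H2BC5 at 0.43 ± 0.058. Bone disease factors (5 higher and 0 lower of 10, 6 and 0 adjusted over the list alone, camera adjusted p 0.00424, adjusted p 0.141 with an estimated correlation) included osteopontin, SPP1 (1.02 ± 0.039). NK ligands and checkpoint ligands (7 higher and 1 lower of 17, 8 and 2 adjusted over the list alone, camera adjusted p 0.0129, adjusted p 0.141 with an estimated correlation) included ULBP1 (0.77 ± 0.060), TNFSF9 (0.67 ± 0.077) and CD274 (0.46 ± 0.046).

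Calls of smaller size were made for DNA repair (8 higher and 18 lower of 50, 10 and 19 adjusted over the list alone, camera adjusted p 0.0339, adjusted p 0.423 with an estimated correlation), with the kinase ATR at -0.69 ± 0.051, and cholesterol synthesis (2 higher and 7 lower of 19, the same counts adjusted over the list alone, camera adjusted p 0.0425, adjusted p 0.141 with an estimated correlation), with LSS at -0.54 ± 0.032. Heat shock chaperones (3 higher and 9 lower of 15, the same counts adjusted over the list alone, camera adjusted p 0.0414, adjusted p 0.461 with an estimated correlation) were lower, although HSPB1 was higher (0.75 ± 0.050), and cytosolic ribosomal proteins (3 higher and 0 lower of 34, 1 and 0 adjusted over the list alone, camera adjusted p 0.0339, adjusted p 0.567 with an estimated correlation) were higher. Quantile normalization ended these 4 calls, with adjusted p values of 0.0607, 0.107, 0.0670 and 0.0510 in the same order. Leaving out LBH589 array 3 ended those of DNA repair (0.147), cholesterol synthesis (0.140) and heat shock chaperones (0.114). Leaving out HL13 array 3 ended those of DNA repair (0.0616), cholesterol synthesis (0.0652), heat shock chaperones (0.0616) and cytosolic ribosomal proteins (0.104). Cholesterol synthesis also lost its call without HL13 array 1 (0.0658), and heat shock chaperones without HL13 array 2 (0.0649), without LBH589 array 2 (0.0513), with each array centred on its median (0.0559) and with the replicate number as a block (0.0546).

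For the other lists camera called no difference between the compounds relative to other genes. That does not mean no shift. Fry, which makes no comparison with other genes, passed for plasma cell identity (adjusted p 0.0025), lysosome and autophagy (0.0044) and p53 targets (0.0020). It did not pass for the rest of this paragraph. For plasma cell identity the mean difference was 0.065 (95% interval 0.028 to 0.10), and 8 of 27 measured members were higher with HL13 and 4 were lower (9 and 5 adjusted over the list alone, camera adjusted p 0.240). CD38, a surface enzyme of plasma cells, was higher with HL13 (0.79 ± 0.039), and TNFRSF17 had means of 5.56 with HL13 and 5.49 with LBH589. For mitosis and G2/M the mean difference was 0.0019 (95% interval -0.072 to 0.075), and 15 of 64 measured members were higher with HL13 and 13 were lower (16 and 13 adjusted over the list alone, camera adjusted p 0.943). For oxidative phosphorylation the mean difference was -0.0098 (95% interval -0.046 to 0.026), and 4 of 58 measured members were higher with HL13 and 6 were lower (4 and 5 adjusted over the list alone, camera adjusted p 0.796). For the unfolded protein response the mean difference was 0.0097 (95% interval -0.014 to 0.033), and 10 of 45 measured members were higher with HL13 and 16 were lower (13 and 16 adjusted over the list alone, camera adjusted p 0.943). For mTORC1, glycolysis and amino-acid supply the mean difference was 0.0055 (95% interval -0.018 to 0.029), and 7 of 38 measured members were higher with HL13 and 12 were lower (8 and 13 adjusted over the list alone, camera adjusted p 0.618). For lysosome and autophagy the mean difference was -0.054 (95% interval -0.084 to -0.023), and 5 of 25 measured members were higher with HL13 and 8 were lower (6 and 9 adjusted over the list alone, camera adjusted p 0.335). MCOLN1 was lower (-0.59 ± 0.031). For p53 targets the mean difference was 0.050 (95% interval 0.025 to 0.074), and 7 of 26 measured members were higher with HL13 and 5 were lower (8 and 5 adjusted over the list alone, camera adjusted p 0.515). For the BCL2 family the mean difference was -0.0084 (95% interval -0.048 to 0.031), and 1 of 15 measured members was higher with HL13 and 2 were lower (the same counts adjusted over the list alone, camera adjusted p 0.807). For histone deacetylases the mean difference was -0.0029 (95% interval -0.029 to 0.023), and 4 of 15 measured members were higher with HL13 and 1 was lower (the same counts adjusted over the list alone, camera adjusted p 0.959). For testis-restricted antigens the mean difference was -0.0077 (95% interval -0.068 to 0.052), and 1 of 8 measured members was higher with HL13 and 1 was lower (the same counts adjusted over the list alone, camera adjusted p 0.943).

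Markers of other cell types, neuronal genes apart, were not called as lists by camera. Fry passed for fibroblast and endothelial markers (adjusted p 4.8e-04) and monocyte and macrophage markers (0.0104), and not for the others. For B cell markers the mean difference was 0.047 (95% interval -0.0065 to 0.10), and 4 of 15 measured members were higher with HL13 and 1 was lower (the same counts adjusted over the list alone, camera adjusted p 0.369). For T and NK cell markers the mean difference was 0.0050 (95% interval -0.066 to 0.076), and 0 of 11 measured members were higher with HL13 and 0 were lower (the same counts adjusted over the list alone, camera adjusted p 0.959). For monocyte and macrophage markers the mean difference was 0.13 (95% interval 0.065 to 0.20), and 2 of 8 measured members were higher with HL13 and 0 were lower (the same counts adjusted over the list alone, camera adjusted p 0.261). For fibroblast and endothelial markers the mean difference was 0.26 (95% interval 0.20 to 0.33), and 3 of 9 measured members were higher with HL13 and 0 were lower (the same counts adjusted over the list alone, camera adjusted p 0.101). Fibronectin, FN1, was higher (1.13 ± 0.038). For erythroid markers the mean difference was -0.0031 (95% interval -0.086 to 0.079), and 0 of 5 measured members were higher with HL13 and 0 were lower (the same counts adjusted over the list alone, camera adjusted p 0.943). The median, mean and test differed in sign for mitosis and G2/M, the unfolded protein response, mTORC1, and T and NK cell markers. In all, 19 of 35 lists were called, 13 higher and 6 lower, and 5 held with an estimated correlation.

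**Figure D4:**
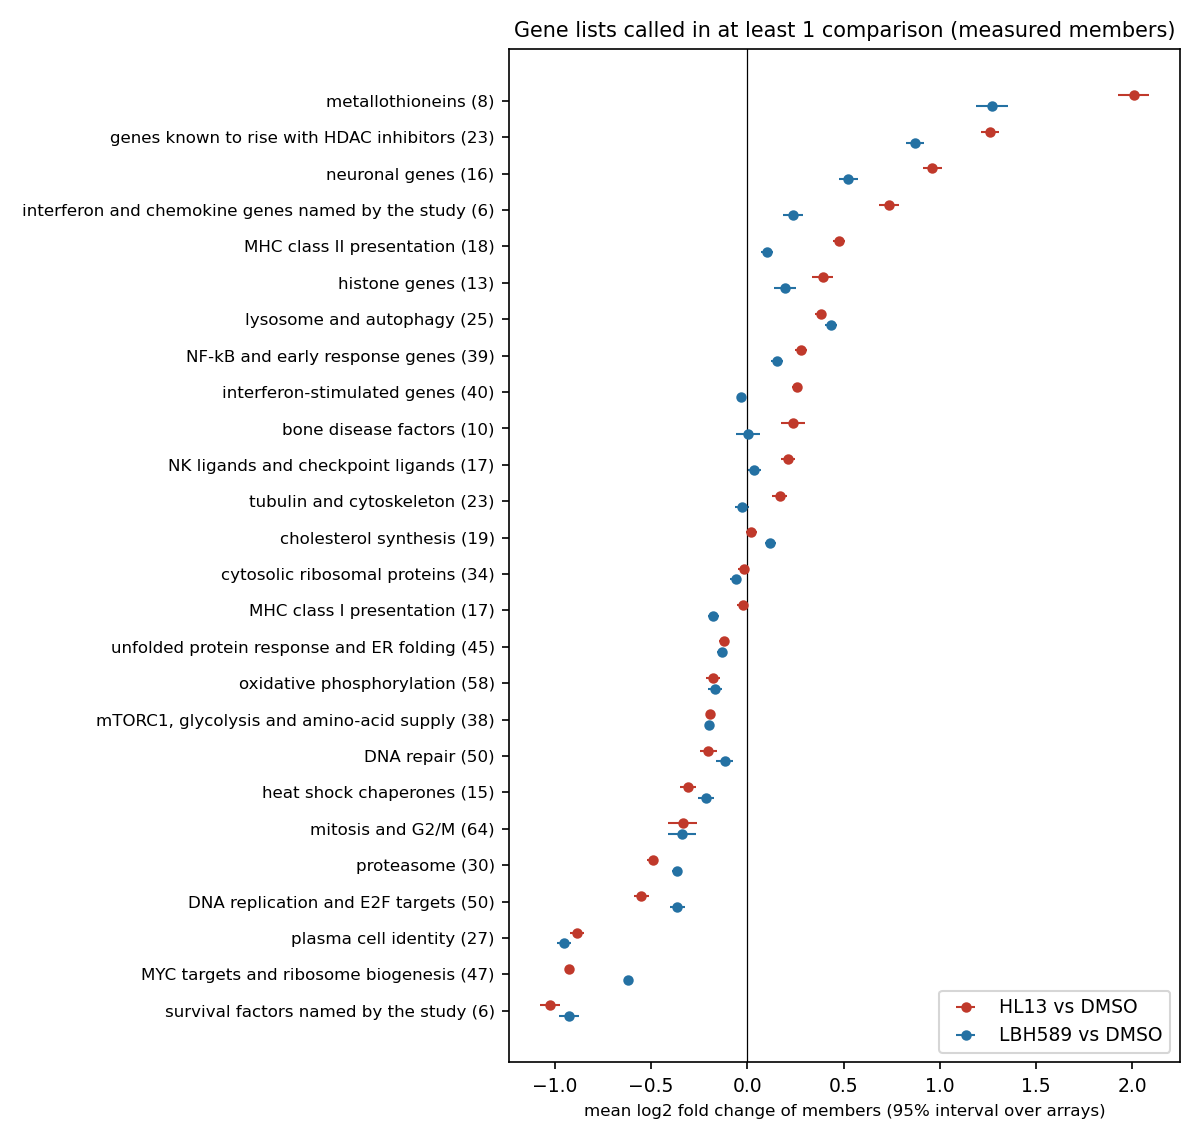
Mean log2 fold change of the measured members of each list called in at least 1 of the 3 comparisons, for HL13 (red) and LBH589 (blue) against DMSO; numbers in brackets count measured members. Bars are 95% intervals over arrays, and interferon-stimulated genes lie at 0.26 with HL13 and -0.033 with LBH589.

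The responses to both compounds against DMSO overlapped. Of 15842 genes, 3675 rose and 3636 fell with both, 7311 in all, where independent lists of these sizes would share 2501. Groups of unchanged arrays simulated against the same 3 controls shared 0 of limma's calls, and 178 on average at an unadjusted p under 0.05, where 7731 were observed. The fold changes correlated (r = 0.918, against at most 0.536 in 50 simulations, across genes, which are not independent replicates). Their covariance was 0.197, against 0.0013 simulated, a difference of 0.196. The simulated groups share the same controls, so 0.0013 is the covariance that noise in those controls gives at the spread of these arrays. The observed 0.197 argues against shared controls as the source of more than a small part of it. The 3 controls cannot be split into groups of at least 2, so separate controls were not tried. Of 683 genes that LBH589 changed at least 2-fold, 558 also changed at least 2-fold in the same direction with HL13. The ratio of their log2 fold changes, HL13 over LBH589, had a median of 1.01 over all 683 and quartiles of 0.887 and 1.13. These genes were chosen by their response to LBH589, which lowers the ratio, so it does not show equal strength. Over all genes the SD of the log2 fold changes was 0.492 with HL13 and 0.437 with LBH589, and HL13 changed 884 genes at least 2-fold. Conversely, 64 genes rose with HL13 and fell with LBH589 and 130 did the reverse, and each of these 194 also differed between the compounds.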

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

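The tests on LBH589 arrays 1 and 3 were chosen only after the result was seen, while the splits of the arrays were planned. Probe sets without a gene symbol lie outside the gene tests but carried signal above that of the DMSO arrays: of 18373 above the filter, 3413 were higher and 3220 lower with HL13, and 2700 were higher and 3029 lower with LBH589 (adjusted p under 0.05, limma). Of 1142 probe sets with several symbols, 351 were higher and 332 lower with HL13, and 320 were higher and 292 lower with LBH589. The largest rises with HL13 without a symbol were those of TC16000279.hg.1 (log2 4.64 ± 0.20 with HL13, 4.11 ± 0.20 with LBH589) and TC16000274.hg.1 (4.37 ± 0.18 and 3.79 ± 0.18). The largest falls were those of TC08000699.hg.1 (-3.68 ± 0.13 and -3.31 ± 0.13) and TC03002566.hg.1 (-3.65 ± 0.061 and -3.25 ± 0.061). Both rises on every DMSO array, and TC08000699.hg.1 on every treated array, lay below the median of all probes. These folds may therefore be understated, and their order is uncertain.

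LBH589 arrays 1 and 3 deviated from their group mean in opposite directions (Pearson r = -0.822 across genes, which are not independent replicates). Part of that r is built in, since deviations from a group mean sum to 0. The SD of their difference over genes, 0.145, was the largest of the 9 pairs within groups. A stronger response to LBH589 on one of the arrays would make their difference follow the response of array 2, and the correlation with it was r = 0.0851, which argues against that. The difference went with gene length across 13016 protein-coding genes (Spearman rho = 0.412, against 0.383 for the next pair, which shares array 1), so RNA or labelling quality that depends on gene length may account for part of it. It also went with the mean level (rho = 0.380), so length and brightness were not separated, and no biological explanation was tested. The difference between HL13 and LBH589, which averages these arrays, had a rho with length of 0.0299.

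Each comparison of 3 with 3 arrays has 10 splits, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, gave as many genes (limma, adjusted p under 0.05): 9622 for HL13 against DMSO, 8172 for LBH589 against DMSO and 4744 for HL13 against LBH589, with 0 as the highest other value in each. At an unadjusted p under 0.05 the real splits gave 10159, 8788 and 6165 genes, and the highest other splits 133, 273 and 740.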

How the results depend on the processing

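Every alternative here was planned, and none of the tests was chosen only after the result was seen. The way of estimating array weights was changed, since the default did not converge. The counts of genes changed, higher and lower stayed within 1.5 times those reported in each comparison, except with array weights for HL13 against LBH589, where 7824 genes differed, 3928 of them higher with HL13 (5172 and 2489 reported). Those weights set LBH589 array 2 at 6.06 and arrays 1 and 3 at 0.34 and 0.28. Arrays 1 and 3 deviated from the group mean in opposite directions, which leaves array 2 near that mean and gives it a large weight. The weighted LBH589 mean thus rests mostly on array 2, and the larger count is no sign of better precision. With arrays left out in turn, changed genes ranged from 8533 to 9590 for HL13 against DMSO, 8019 to 8733 for LBH589 against DMSO and 4098 to 5281 for HL13 against LBH589. With the replicate number as a block they were 8840, 8220 and 4442. In the check of pairing, 0 of 9 arrays deviated most like an array of its own number. Between arrays of the same number the r of deviations across genes lay between -0.30 and 0.061. This gives no sign that the numbers pair the samples, but with 3 arrays per group it cannot exclude a pairing. Of the 9221 genes changed by HL13, 93.4% kept direction and call with quantile normalization and 94.8% with each array centred on its median. With the mean of a gene's probes 1 gene was called in the opposite direction. The list calls depended most on the test: of 49 calls with camera's preset, 8 held with an estimated correlation (2 for HL13, 1 for LBH589 and 5 for HL13 against LBH589), while fry, which makes no comparison with other genes, gave 89 (32, 32 and 25). The estimated correlations had a median of 0.0835 against the preset 0.01, and a higher correlation widens the error. It is not the whole reason, since camera's p also rose where the estimate lay below the preset. For MYC targets and ribosome biogenesis with HL13 against DMSO (estimate 0.0036), camera's p went from 1.4e-19 to 5.3e-05. Quantile normalization left 38 calls, and leaving out arrays 44 to 50. For the B cell markers fry's direction was down (adjusted p 0.0215) and camera's up (adjusted p 0.706) for HL13 against DMSO, with a range over the alternatives of 0.0215 with fry, which tests against no change, to 0.954 with camera; the cause was not tested. Of 7311 genes changed alike by both compounds, 558 changed at least 2-fold in both, a stricter threshold, and 6838 to 7469 were shared with arrays left out. With an array left out, 449 to 458 of the 460 values of named genes could be tested, and 440 to 454 had the same call and direction. Of all 460, 449 did with quantile normalization and 450 with centred arrays, and 0 were reversed under any alternative run. Background was not measured, so how far signal over background limits dim genes is unknown.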

Other observations

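The genes, gene types and tests of this part were chosen only after the result was seen. Of the 64 genes that rose with HL13 and fell with LBH589, POPDC1, a membrane protein of muscle and other cells, had log2 fold changes of 0.87 with HL13 and -0.36 with LBH589. PECAM1, the adhesion molecule CD31, had 0.75 with HL13 and -0.39 with LBH589. With LBH589 it lay below the median of all probes on every array, so that its fall may be understated. The interferon-stimulated genes DTX3L (0.42 with HL13 and -0.31 with LBH589) and USP18, which removes the ubiquitin-like protein ISG15 (0.35 with HL13 and -0.26 with LBH589), were among them. Of the 130 genes that did the reverse, LZTFL1 had -0.42 with HL13 and 0.65 with LBH589, and WIPI1 had -0.49 with HL13 and 0.45 with LBH589. The circadian repressor CRY1 had -0.34 with HL13 and 0.47 with LBH589, and TCTN3, a gene of the base of the cilium, had -0.31 with HL13 and 0.32 with LBH589. The adjusted p of the difference between the compounds was 4.8e-05 or smaller for each of these 8 genes, with n = 3 arrays per group.

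Small non-coding RNAs, which the rule for named genes leaves out, were counted by type, with no list test. Whether these transcript clusters read the small RNAs themselves or longer transcripts that contain them was not tested. Of all genes, 58.2% changed with HL13 and 54.2% with LBH589, and 32.6% differed between the compounds. Of 138 small nucleolar RNAs, 58 rose and 21 fell with HL13 and 33 rose and 28 fell with LBH589, and 45 were higher and 3 lower with HL13 than with LBH589. Of 21 small nuclear RNAs, 14 rose with HL13 and 7 with LBH589, and 7 were higher with HL13 than with LBH589. Of 426 microRNAs, 40 rose and 58 fell with HL13 and 39 rose and 32 fell with LBH589, and 7 were higher and 29 lower with HL13 than with LBH589.

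Interferon-stimulated genes were higher with HL13 than with LBH589. If HL13 gave the response to LBH589 scaled by 1 factor for all genes, the list would follow the slope over all genes (1.03). A mean log2 difference of 0.29 (95% interval 0.27 to 0.31) remained. Plasma cell identity also departed from that factor (0.096, 95% interval 0.059 to 0.13), so the departure is not particular to interferon-stimulated genes. A stronger response with factors that differ between genes was not tested. The median difference of the list, 0.20, lay above the central 95% of 10000 random lists matched on level, -0.033 to 0.038, and above the highest of them, 0.0898, which argues against a shift of whole arrays or of bright genes. With any 1 array left out, the lower end of the interval of the mean difference was at least 0.26, so no single array made it. What makes the compounds differ here was not tested.

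Since LZTFL1 and TCTN3 act at the cilium, a list of 81 other cilium genes was written after the data were seen and without these genes. A first version, which held TCTN3 and a few more genes, was tried before it. Of 63 measured, 47 rose and 0 fell with LBH589, 41 rose and 4 fell with HL13, and 6 were higher and 26 lower with HL13 than with LBH589, with a mean difference of -0.12 (95% interval -0.17 to -0.062). Against DMSO, camera gave p = 3.3e-07 for HL13 and 1.4e-11 for LBH589 with its preset, and 0.0384 and 0.0128 with an estimated correlation. For HL13 against LBH589 it gave p = 2.1e-04 with its preset and p = 0.104 with an estimated correlation. Whether cilium genes may be lower as a group with HL13 than with LBH589, relative to other genes, stays open.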
